# Variations in Fibrinogen-like 1 (*FGL1*) Gene Locus as a Genetic Marker Related to Fat Deposition Based on Pig Model and Liver RNA-Seq Data

**DOI:** 10.3390/genes13081419

**Published:** 2022-08-09

**Authors:** Katarzyna Piórkowska, Kacper Żukowski, Katarzyna Ropka-Molik, Mirosław Tyra

**Keywords:** fibrinogen-like 1, *FGL1*, pig, fat deposition, selective markers

## Abstract

The goal of this study was to evaluate the effects of mutations in the *FGL1* gene associated with pig productive traits to enrich the genetic marker pool for further selection and to support the studies on *FGL1* in the context of the fat deposition (FD) process. The variant calling and χ^2^ analyses of liver RNA-seq data were used to indicate genetic markers. *FGL1* mutations were genotyped in the Złotnicka White (n = 72), Polish Large White (n = 208), Duroc (n = 72), Polish Landrace (PL) (n = 292), and Puławska (n = 178) pig breeds. An association study was performed using a general linear model (GLM) implemented in SAS^®^ software. More than 50 crucial mutations were identified in the *FGL1* gene. The association study showed a significant effect of the *FGL1* on intramuscular fat (IMF), loin eye area, backfat thickness at the lumbar, ham mass (*p* = 0.0374), meat percentage (*p* = 0.0205), and loin fat (*p* = 0.0003). Alternate homozygotes and heterozygotes were found in the PL and Duroc, confirming the selective potential for these populations. Our study supports the theory that liver *FGL1* is involved in the FD process. Moreover, since fat is the major determinant of flavor development in meat, the *FGL1* rs340465447_A allele can be used as a target in pig selection focused on elevated fat levels.

## 1. Introduction

Next-generation sequencing (NGS) technology is currently widely applied to predict processes associated with fat deposition and obesity-related events [1,2]. Besides whole-genome sequencing (WGS) and genome-wide association studies (GWASs) [3], RNA sequencing delivers valuable information about polymorphic sites located in transcripts [4] to develop selective markers related to given traits. However, the main target of RNA-seq analysis is to estimate transcript levels, including ncRNA molecules such as lncRNA and miRNA [5]. Variant calling analysis based on transcriptome sequencing results could be an alternative way to identify gene mutations associated with the fat deposition (FD) process. Although, this type of analysis requires more detailed calculations than SNP identification-based WGS data [6]. Nevertheless, identifying mutations within RNA-seq data is the additive value because it requires only an extra in silico analysis.

Fibrinogen-like protein 1 (*FGL1*) is a member of the fibrinogen family mainly synthesized in the liver [7]. It has been demonstrated that increased *FGL1* expression is related to the regeneration of the liver organ by stimulating 3H-thymidine uptake leading to hepatocyte proliferation [8]. *FGL1* is also expressed in brown adipose tissue (BAT) and during liver injury; expression is also upregulated in this tissue, which suggests cross-talk between an injured liver and bAT. Consistently, a study of Fgl1-deficient mice showed global metabolic disorders, namely *FGL1*-null mice were heavier, had abnormal plasma lipid profiles, fasting hyperglycemia with enhanced gluconeogenesis, and exhibited differences in white and BAT morphology regarding wild types [9]. The authors implied that the structural similarity of Fgl1 to angiopoietin factors regulating lipid metabolism showed that *FGL1* likely plays a crucial role in lipid metabolism and liver regeneration. On the other hand, *FGL1* expression has been examined in gastric cancer (GC) tissue [7], where *FGL1* promotes GC proliferation, and patient overall survival time with increased *FGL1* expression was significantly shorter. Therefore, the *FGL1* gene has been proposed as a predictor in GC patients and a target for treating this cancer type. Wang et al. [10] showed that Fgl1 is a major ligand for immune inhibitory receptor lymphocyte-activation gene 3 (LAG-3) and inhibits antigen-specific T cell activation. According to these findings, elevated *FGL1* expression in the plasma of cancer patients is related to poor prognosis.

Pigs are a highly suited animal model for predicting FD events due to many convergences with the human body, such as the size of particular organs [11], body fat distribution, and similar metabolism [12].

In the present study, Złotnicka White (ZW) pigs were used as an animal model in the context of FD processes. ZW is a Polish indigenous breed included in the Polish Animal Genetic Resource Conservation Program [13] and has never been under selection pressure, thus retaining a high meat quality [14]. In addition, ZW pigs are differentiated in terms of fat deposition in the carcass; therefore, it was possible to select two groups to represent low and high-FD values. Variant calling analysis based on liver RNA-seq data identified, in a cheaper manner than GWAS, numerous polymorphic sites in transcripts, and the χ^2^ test pinpointed mutations characterized by significantly different allele distributions between the FD pig groups. Following this work scheme, we found *FGL1* variants highly interesting regarding the possible application in the selection process.

## 2. Materials and Methods

Samples were collected after slathering in the Pig Test Station (PTS, National Research Institute of Animal Production). Following carcass evaluation, the meat was intended for sale and consumption. Ethical review and approval were waived for this study due to a non-invasive method of collecting. All conducted research was approved by the Approving Experiment Committee of the National Research Institute of Animal Production (Krakow, Poland) according to the Polish Act on the Protection of Animals Used for Scientific or Educational Purposes of 15 January 2015, which implements Directive 2010/63/EU of the European Parliament and the Council of 22 September 2010 on the protection of animals used for scientific purposes. Moreover, all procedures followed the guidelines and regulations of the Local Krakow Ethics Committee for Experiments with Animals.

### 2.1. Animals and Methods

Female pigs of Złotnicka White were used in RNA-seq (n = 16) and association (n = 72) analyses. The animals with an initial weight of 30 kg were delivered to the Pig Test Station (PTS) of the National Research Institute of Animal Production from different farms. The animals were maintained under the same environmental and diet conditions according to a local procedure [15], feeding *ad libitum* to the final weight of 100 ± 2.5 kg. During pig maintenance at the PTS, growth performance such as feed intake, feed conversion, and daily gain were measured. After slaughter and detailed dissection, body composition traits were measured, including meat percentage, carcass yield, weight of the most significant cuts such as ham and loin, backfat thickness, and numerous fat-related traits, including visceral and subcutaneous fat content and meat quality traits such as intramuscular fat (IMF), pH, meat color, and myowater exudation [16].

Liver samples (n = 72) were collected within 20 min after dissection and stabilized in RNAlater™ Stabilization Solution (Invitrogen, Waltham, MA, USA), and then frozen at −20 °C. Next, two pig groups were selected based on fat-level measurements performed 24 h after slaughter. The RNA-seq experiment included 16 ZW pigs, with 8 representing high-fat deposition (HFD, n = 8) and low (LFD, n = 8) values.

Moreover, *FGL1* variant frequency was estimated in Polish Large White (PLW) (n = 208), Polish Landrace (PL) (n = 292), Puławska (n = 178), and Duroc (n = 72) pigs that are still active in the Polish breeding. Animal samples for DNA isolation were collected as blood or hair follicles and were banked in the National Research Institute of Animal Production as part of other research projects.

### 2.2. Library Construction, Sequencing, and Aligning Raw Reads to the Pig Transcriptome

As described previously by Piórkowska et al. [17], RNA was isolated using a PureLink™ RNA Mini Kit (Invitrogen, Waltham, MA, USA). Its quality and quantity were calculated using TapeStatio2200 (RNA tape, Agilent, Santa Clara, CA, USA), and the RIN parameters were over 7.5 value. The cDNA libraries were prepared using a TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA, USA), with a unique barcode for each sample. The quality and quantity of the cDNA libraries were assessed by the Qubit Fluorimeter (Invitrogen, Waltham, MA, USA) and TapeStation 2200 system (D1000 tape, Agilent, Santa Clara, CA, USA). The final concentration of cDNA libraries’ was normalized to 10 nM, and they were pooled. Transcriptome sequencing was performed in 150PE cycles on the HiSeq 3000 System (Illumina, San Diego, CA, USA), employing commissioned sequencing in Admera Health Biopharma Services. Aligning of raw reads to the pig transcriptome was performed according to Piórkowska et al. [17].

### 2.3. Transcript Variant Identification

Picard tools and GATK v. 4.1.9 [18] were used to split reads containing Ns in their CIGAR string and for the base quality score recalibration, indel realignment, removal of duplicates, and finally to identify SNPs and indels. The filtering parameters were selected according to the Best Practices workflow [6,19]. Mutation sites for annotation and prediction were analyzed by SnpEff v. 4.1b [20] and the Variant Effect Predictor (Ensembl) [21]. Differences in allele distribution of mutations identified by RNA-seq using the χ^2^ test (corrected p-value at false discovery rate (FDR) ≤ 0.05) between the HFD and LFD pigs were estimated. The FDR correction was conducted using the R_stats_ base procedure and default parameters. In the χ^2^ test, it was expected that allele/genotypes would have normal according to Gaussian distribution. The procedure in R was based on Benjamin and Hochberg [22]. Functional analysis for proteins encoded by identified genes was performed by the STRING 11.0b tool (https://string-db.org/).

Four of the most significant *FGL1* variants located in the 3′UTR region, according to the χ^2^ test, were validated by Sanger sequencing of DNA. The primers for sequencing are shown in Table S1. New indel mutations identified in the *FGL1* gene were submitted to GenBank with access number MW827172 (NCBI database). miRBase v.22 and mirPath v3.0 (Diana) tools we used to analyze significant SNPs and indels identified in the 3′UTR regions for miRNA binding and miRNA functional analysis, respectively.

Linkage disequilibrium was estimated with analysis based on Barrett et al. [23] method.

### 2.4. FGL1 Genotyping, Frequency Estimation, and Statistical Analyses

For *FGL1* 3′UTR genotyping, PCR-RFLP, Sanger sequencing, and PCR-ACRS methods were designed. The primers and restriction enzymes are shown in Table S1. *FGL1* frequency was estimated for ZW (sows), PLW (boar and sows), PL (boars), Puławska (boars and sows), and Duroc (boars) pigs. Besides ZW, all individuals used in the study are still active in Polish breeding. The examination of *FGL1* variants frequency allowed us to establish the selective potential targeted to increase organoleptic qualities of pork lost in the previous intense breeding.

The differences in fat deposition traits and pig phenotypes, including 16 ZW pigs used previously in RNA sequencing analysis, were calculated between HFD and LFD using the ANOVA procedure (SAS v. 8.02) with a post-hoc Duncan test (SAS Enterprise).

Association analysis was performed, including 72 ZW pigs using the GLM procedure (SAS v. 8.02). Additionally, severely affected pig phenotype *RYR1* mutation was genotyped in the ZW population. All individuals included in the analysis were free of the *RYR1* alternate allele [24].

The general linear model (GLM) (SAS Enterprise v. 7.1 with default settings; SAS Institute, Cary, NC, USA) was used for statistical analyses. The linear model for fixed analysis was:

Y_ijkl_ = μ + d_i_ + b_j_ + α(x_ijk_) + e_ijkl_,

where: Y_ijk_—observation, µ—overall mean, d_i_—fixed effect of genotype group, b_j_—fixed effect of the breed, α(_xijk_)—covariate for weight of the right side of the carcass, and e_ijkl_—random error. The GLM model for analysis within breeds omitted b_j_—fixed effect of breed. The ratio between investigated pigs and their mothers (sows) was 1.7, and the ratio between investigated pigs and their fathers (sires) was 2.28; therefore, these factors were not included in the statistical model. During the whole year, the animals were maintained in the pig house at the same temperature and humidity conditions and with the same feeding; therefore, the model did not account for the effect of slaughter season. The least-square means (LSM) method was used for the determination of significant differences between genotype groups. The differences in phenotype in particular genotype groups are presented as LSM ± SE.

Additive and dominance effects were calculated for a total of 72 pigs. Additive and dominance effects were calculated using the regression (REG) procedure (SAS v. 8.02). The additive effect was denoted as −1 and 1 for genotypes AA and GG, respectively. The dominance effects are represented as −1 for AG heterozygotes and 1 for both homozygotes.

## 3. Results

### 3.1. Animals Used in the RNA-Seq Method

HFD pigs used in the experiment showed over 40% higher fat deposition in the lumbar location and over 30% higher FD according to average backfat thickness and peritoneal and loin fat than in LFD individuals. 

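Liver RNA of 16 Złotnicka White pigs, 8 with high fat deposition (HFD) and 8 with low fat deposition (LFD), was sequenced at 180 days of age. The authors deposited the number of reads counted on each gene in each library as counts without normalization, with genes listed by Ensembl identifier. Each liver library had been sequenced in 2 runs, and the counts of both runs were added. Of the 31908 genes listed, 9778 had no counts in any liver library. Group labels and replicate numbers were taken from the sample descriptions. HFD and LFD livers were compared with the quasi-likelihood test of edgeR after TMM normalization, on the 13051 genes that passed edgeR's filterByExpr, with Benjamini-Hochberg adjustment over these genes. A log2 fold change above 0 means a higher level in HFD pigs. The biological coefficient of variation over all genes was 0.25, and the median standard error of a log2 fold change was 0.144. In LFD replicate 7 the 10 most counted genes took 47.2% of the counts, while they took between 22.6% and 25.9% in the other LFD livers and between 21.3% and 26.8% in the HFD livers.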

Analysis of FGL1 expression between high and LFD pigs showed that in 180-day-old animals, FGL1 was not differentially expressed (Table 1). 

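The deposited counts and the reference annotation do not pair Ensembl identifiers with gene symbols, so the counts of FGL1 itself were not analysed here, and the values below cover all genes of the liver comparison. No gene passed in the edgeR test: 0 of the 13051 genes had an adjusted p under 0.05, and 754 had an unadjusted p under 0.05, against 653 expected by chance. The smallest adjusted p was 0.0817. With DESeq2 in place of edgeR, 5 genes passed, 1 higher and 4 lower in HFD livers. Across the 16 fits that each left out one pig, between 0 and 5 genes passed. The fit without HFD replicate 3 also gave 5 genes, all lower in HFD livers, of which 3 were among the 5 of DESeq2, and no other alternative moved the count as far. A total of 7 genes passed under at least 1 setting, and the size of their log2 fold changes was 0.597 or more under the settings in which they passed. The log2 ratio of the 2 group means of FGL1 in Table 1 is 0.026, from the paper's values, whose unit the paper's text does not name. If that unit is normalized counts, 441 genes had a mean over all 16 livers within the range that the means and SDs of Table 1 span, from 2606.2 to 4857, a range chosen after the data had been examined. Their log2 fold changes ran from -0.62 to 2.45, and 436 of them were under 0.5 in size. Of these 441 genes, 28 had an unadjusted p under 0.05, and the smallest adjusted p was 0.813. Their median standard error was 0.118, which does not carry over to FGL1: the median SD of these genes within a group was 16.0% of the mean, against 24.5% in HFD and 30.2% in LFD pigs for FGL1, from the paper's values in Table 1.

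Since no gene passed, the 3 genes with the smallest p are described. ENSSSCG00000006988 had 80.9 ± 31.5 normalized counts (SD, n = 8) in HFD livers and 203.2 ± 58.2 (SD, n = 8) in LFD livers. Its log2 fold change was -1.33 (standard error 0.22, adjusted p = 0.0817 from edgeR), and its adjusted p ran from 1.6e-05 to 0.298 over the alternatives that kept all pigs. Each of the 8 HFD pigs had fewer normalized counts than any LFD pig (exact two-sided permutation test, p = 0.000155, the smallest p that 8 pigs against 8 allow). Without overlap of the groups were 4 genes in all, where 2.03 would be expected by chance. ENSSSCG00000037791 had 383.1 ± 46.5 normalized counts (SD, n = 8) in HFD livers and 697.2 ± 224.8 (SD, n = 8) in LFD livers, a log2 fold change of -0.86 (standard error 0.17, adjusted p = 0.194 from edgeR, between 0.00406 and 0.703 over the alternatives that kept all pigs). All 8 HFD pigs lay below the median of the LFD pigs (exact two-sided permutation test, p = 0.000777). The permutation p of both genes is not adjusted for their choice by the smallest p in these same pigs. The gene with the third smallest p also fell, with a log2 fold change of -0.59 (standard error 0.11, adjusted p = 0.194 from edgeR, between 0.00127 and 0.703 over the alternatives that kept all pigs), and all 8 HFD pigs lay below the median of the LFD pigs. Leaving out one pig at a time kept the log2 fold changes between -1.49 and -1.22 for the first gene, between -0.95 and -0.79 for the second and between -0.69 and -0.56 for the third.

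**Figure D1:**
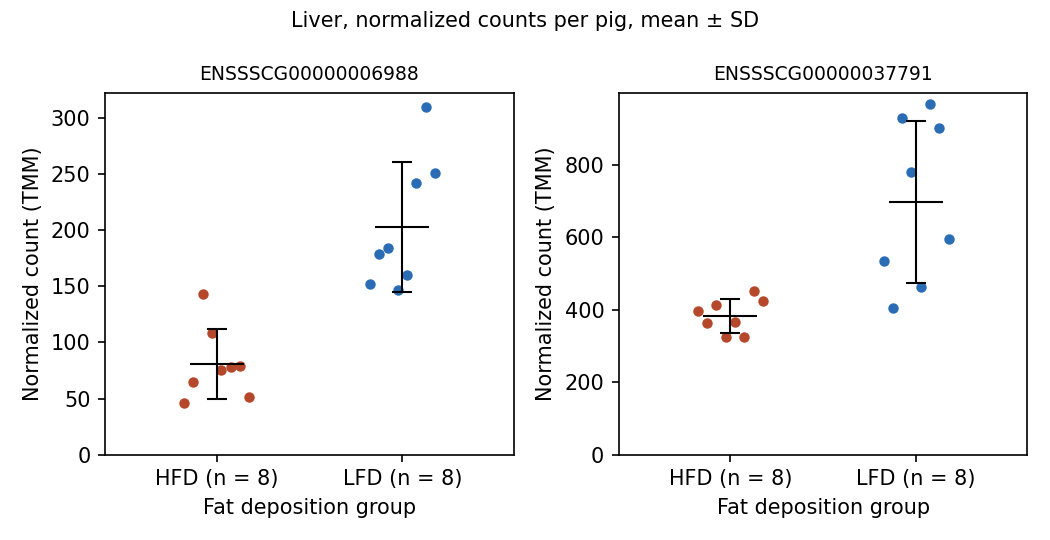
Normalized counts (TMM) per pig of the 2 liver genes with the smallest p, by fat deposition group, with the mean and SD (n = 8 per group). For ENSSSCG00000006988 the HFD pigs reach 142.8 and the LFD pigs start at 146.8, and for ENSSSCG00000037791 the groups overlap between 405.7 and 452.4.

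From the expression levels of FGL1 in Table 1, which it gives with a p-value, the paper concludes that FGL1 was not differentially expressed at this age, and in its Discussion it adds that this does not preclude a difference earlier in growth.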

Table 1 presents details of the phenotypic characteristics of HFD and LFD pigs.

### 3.2. Variant Calling and χ^2^ Test Analyses

The average number of detected raw reads per sample was 62,276,008, and after filtration, it was 61,480,178. 

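In the counts on genes deposited for the same livers, the mean total per library was 24884379 over both runs. The paper does not say whether its read numbers count single reads or pairs, so they are not compared with this total. Totals ran from 21176465 to 30457374 in HFD livers, with a median of 24559295, and from 19837882 to 28032214 in LFD livers, with a median of 24948269.5. No difference between the mean totals of the 2 groups was detected (exact two-sided permutation test over 12870 assignments, n = 8 and 8, p = 0.65). The first run gave between 5611639 and 8578084 counts per library and the second between 14226243 and 22097724. The Spearman correlation across genes between the runs of one library lay between 0.984 and 0.992. Counts of the 2 runs differed by a chi-square of 1.49 to 1.72 per gene, against at least 33.7 between different liver libraries of one group.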

Mapping to the pig reference genome (Sscrofa11.1 GCA_000003025.6 assembly) showed that 70.8% of uniquely mapped reads matched the annotated exon regions, and 16.5% matched the introns. Over 100,000 mutations were identified in analyzed pigs, of which over 7000 showed significant differences in genotype distribution between HFD and LFD groups. It was found that 73.8% of identified mutations belonged to known variants deposited in the NCBI database. The number of insertions and deletions constituted a mere 7%, and significance according to the χ^2^ test was 356. There were close to 2500 3′UTR significant variants. Significant downstream and intron mutations were numerous, over 2000 and 3500, respectively. Downstream and intron mutations are probably related to non-coding but functionally transcribed active genomic regions or unannotated exons (Table S2). However, they are considered an error or the result of poor genome annotation in most cases [25].

### 3.3. FGL1 Mutations Identified Using Variant Calling Analysis for 16 ZW Pigs

For further analysis, the *FGL1* variants were chosen because the *FGL1* plays an important role in the liver, the major organ for converting excess carbohydrates and proteins into fatty acids and triglycerides then exported and stored in adipose tissue [26]. On the other hand, String v. 11.0 showed that *FGL1* is often mentioned in publications as co-expressed (Figure S1) in the liver or plasma, with genes strongly associated with the regulation of fat deposition. We have identified 114 mutations in the *FGL1* gene region, including 3′UTR, intron, and synonymous variants, and the χ^2^ test found 54 (3′UTR and intron) mutations as significant revealing differences in genotype distribution between the analyzed FD pig groups. The lowest *chicq* value (0.000335463) for 10 mutations in the 3′UTR region was observed. Haplotype analysis and visualization of linkage disequilibrium, including all SNPs, showed that they were clustered in a few blocks (Figure 1).

Haplotype analysis after variant calling calculation pinpointed that 10 of 3′UTR variants, including indels: NC_010459.5:g.5548991-5548992del and NC_010459.5:g. 5549161insCAGCA were 100% linked. Results of the variant calling for liver tissue are available as an Excel file containing a few sheets at shorturl.at/joxBT.

miRBase analysis showed that identified *FGL1* 3′UTR mutations may affect miRNA binding sites previously reported as correlated with obesity, including those involved in the insulin signaling pathway, maturity-onset diabetes of the young, type II diabetes mellitus, and adipocytokine signaling pathway (Table S3).

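FGL1 lies on the minus strand of chromosome 17 of Sscrofa11.1 from 5546931 to 5596434, where the RefSeq annotation of that assembly lists 2 transcripts with 8 exons each. Exon 8 spans 5546931 to 5549801. Its coding part starts at 5549642, and the 3′UTR covers the 2711 bases from 5546931 to 5549641. The indel positions given in the paper, 5548991 and 5549161, are 170 bases apart and both lie in this 3′UTR, 651 and 481 bases after the stop codon. With 20 bases on each side, the plus strand of the reference reads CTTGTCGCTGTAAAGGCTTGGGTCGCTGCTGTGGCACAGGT around 5548991 and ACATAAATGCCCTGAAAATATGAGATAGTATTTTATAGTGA around 5549161. The SNP rs340465447 is numbered in the title of Table 3 by its distance after the stop codon of an Ensembl transcript. Counted from the stop codon of the RefSeq transcripts, that distance of 1662 bases leads to position 5547980, where the coding strand reads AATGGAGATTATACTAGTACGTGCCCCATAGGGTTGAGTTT. In this sequence the recognition sequence CATG of NlaIII, the enzyme named in Figure 2, occurs 0 times in the reference and 1 time with the substitution G1662A, whose position is counted from 1 at the first base after the stop codon. The SNP rs330493983 was not located here.

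**Figure D2:**
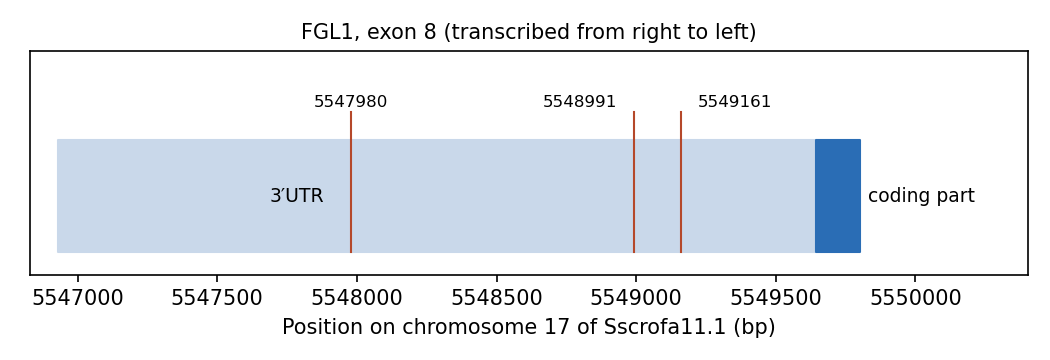
Exon 8 of FGL1 on chromosome 17 of Sscrofa11.1, drawn to scale in bp, with the 3′UTR in light blue, the coding part in dark blue and the positions 5547980, 5548991 and 5549161 as red lines. All of the 3 positions lie in the 3′UTR.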

Four of the identified 3′UTR *FGL1* mutations were chosen to evaluate their effect on pig phenotypes (SNPs: rs340465447 and rs330493983; indels: NC_010459.5:g.5548991-5548992del and NC_010459.5:g. 5549161insCAGCA). Figure 2 presents the results of *FGL1* mutation genotyping. New indel mutations were submitted as new alleles of the *FGL1* gene to GenBank under accession number MW827172.

Preliminary association analysis, including 16 pigs that differed in fat deposition (the same as in the RNA-seq method), showed that 10 fully linked 3′UTR polymorphisms were significantly associated with fat deposition. Although only two alternative homozygous animals were found (AA-rs340465447 or CC-rs330493983), the heterozygous animals were quite distinct in FD traits from reference homozygotes. They showed almost 1 cm thicker backfat (*p* < 0.001) at three measured points of lumbar, 800 and 730 g (*p* < 0.001) heavier loin and ham fats, respectively. The differences between the FGL1 genotypes are shown in Table 2.

### 3.4. GLM Analysis between Złotnicka White Phenotype and FGL1 Variants

The analysis of rs340465447, rs330493983, and indels NC_010459.5:g.5548991-5548992del (TCA/A) and NC_010459.5:g.5549161insCAGCA (C/CAGCA) FGL1 mutations of the 3′UTR region, including the more numerous Złotnicka White population (*n =* 72), showed that polymorphism linkage was not as strong as in the 16 individuals selected for RNA sequencing. Two SNPs were fully linked but revealed a slightly different allele distribution than observed for two indel mutations (Table S4). For NC_010459.5:g.5548991-5548992del(TCA/A), we identified a higher number of heterozygotes than for rs340465447 (G/A) and fewer alternate homozygotes. According to the SNPs, the ZW population was not in HWE.

In turn, indel frequency was consistent with the HWE. The association analysis was performed for rs340465447 (G/A) and NC_010459.5:g.5548991-5548992del (TCA/A) and showed that these SNP mutations are associated with IMF and subcutaneous fat deposition traits. Pigs with the AA genotype showed 24%, 23%, and 32% higher IMF, ABT, and loin fat, respectively. Additive effect analysis confirmed this observation and showed that a change A → G leads to −0.24 cm (*p* < 0.01) of ABT, +2.90 cm^2^ (*p* < 0.01) of loin eye area and +9 day (*p* < 0.05) of slaughter age. The rs340465447 mutation leads to changes in daily gain and pH of loin and ham values measured 24 h after slaughter (Table 3).

The NC_010459.5:g.5548991-5548992del (TCA/A) polymorphism influenced fat and meat traits, such as loin and ham mass, meat percentage, loin eye area and primary cuts, and different kinds of subcutaneous fats, such as average backfat thickness and loin and ham fats. In turn, for IMF, only a value of trend was observed. The dominance effect comparing heterozygous with homozygous values showed that changes ins/del → ins/ins leads to +2.04% (*p* < 0.01) of meat percentage, +280 g (*p* < 0.05) of ham mass and −0.32 cm (*p* < 0.01) in backfat thickness in the K1 point—over the lateral edge of the longissimus dorsi muscle (Table 4). The differences between pig traits were shown even between ins/del heterozygotes and ins/ins homozygotes.

### 3.5. FGL1 Frequency in Pigs Active in Polish Breeding

SNP and indel mutation frequencies were tested in the boars and sows used in Polish breeding. Analysis showed that rs340465447/rs330493983 FGL1 polymorphisms were rare in the PLW and Puławska breeds. There were only heterozygous variants present. In turn, in the PL and Duroc, alternate homozygous AA was also observed. Deletion NC_010459.5:g.5548991-5548992del (TCA/A) or insertion NC_010459.5:g. 5549161insCAGCA(C/CAGCA) showed a lower frequency. Only heterozygotes were observed in the PL, and none of the alternate homozygote pigs were found (Table S4).

## 4. Discussion

### 4.1. Pig Potential as an Animal Model in Fat Deposition Research

At the end of the 20th century and the beginning of the 21st century, the rate of life significantly accelerated due to vast civilization leap, the development of science, and access to new technologies. The consequence of increased stress levels resulted in civilization diseases, such as obesity leading to substantial health disorders such as diabetes [27], hypertension [28], cancer [29], or premature death [30]. In the face of such a severe epidemic, various studies have determined the precise processes related to fat deposition [31], treatment of its effects, and analysis of environmental factors conducive to obesity [32]. The introduction of appropriate prevention through changing nutritional habits has also been studied and implemented [33].

The molecular process associated with fat accumulation is often challenging in humans; the specific clinical and physiological conditions related to obesity may be limiting due to costs or complexity, the difficulties in obtaining appropriate tissue samples, or ethical problems. Thus, researchers use animal models where molecular DNA/RNA/protein functions remain unchanged between species. Pig animal model better reflects the processes occurring in humans than small lab animals, as they show human-like body proportions [34], metabolism [35], and a similar distribution of adipose tissue and adipocyte size [36]. On the other hand, mutations identified in pigs leading to significant phenotype disorders deliver the information that may be applied in human research. The identified mutations may be helpful in finding a potential problem solution. For example, the melanocortin receptor 4 (*MC4R)* gene, the mutation described by Kim et al. [37], was found to be significantly associated with food consumption and increasing the fat content in pigs in different pig breeds and countries, including in Poland [38]. A few years later, Chagnon et al. [39] found several mutations significantly associated with morbid obesity in the study of human *MC4R*.

The present study identified mutations in the *FGL1* gene, which were significantly related to fat deposition in Złotnicka White (ZW) pigs using variant calling methods based on RNA-seq data. We found more than 50 polymorphism sites that, according to the χ^2^ test, showed significantly different genotype/allele distribution when comparing low- and high-fat deposition pig groups. Most of them were located in the 3′UTR region, which controls gene expression and does not change the amino acid sequence. As previously mentioned, *FGL1* is expressed mainly in the liver and is related to the regeneration of this organ, being involved in the hepatocyte proliferation process [8]. Demchev et al. [9] suggested in their reports that a lack of the *FGL1* gene leads to increased body weight and an abnormal plasma lipid profile. Nevertheless, RNA-seq data used in the present study for gene variant identification showed that *FGL1* was not differentially expressed between high- and low-FD pig groups at 180 days old. However, these findings do not preclude prior differentiation at the beginning of ontogenetic growth or in an embryonic stage.

Moreover, our String v. 11.0 analysis showed that *FGL1* is often mentioned in the publications as co-expressed in the liver or plasma with apolipoprotein C3 (*APOC3*), apolipoprotein A1 (*APOA1*), and apolipoprotein A2 (*APOA2*), which are strongly associated with the regulation of very-low-density lipoproteins, cholesterol efflux, and transport, and triglyceride catabolic process with [40].

It is assumed that identified significant *FGL1* 3′UTR variants change binding sites for numerous miRNAs previously described as playing a role in regulating lipid processes related to diabetes, appearing as potentially regulating porcine *FGL1* gene expression, such as mir338-5p and mir338-3p. Their binding site was probably controlled by rs330493983 FGL1 SNP, which revealed a significant effect on fat deposition in pigs. The T variant of rs330493983 occurring in lean pigs favors miRNA-338 binding, whereas the C variant precluded interacting with this regulator. miR-338-3p is expressed in the liver and is related to cancer pathogenesis [41,42]. However, this miRNA was also examined for its role in metabolic disorders such as hepatic insulin resistance and mediation in glycogenesis by regulating the AKT/GSK3β signaling pathway. Moreover, Li et al. [41] showed that mir338-3p was down-regulated in db/db, HFD-fed, and TNFa-treated C57BL/6j mice. This observation suggested an adverse effect of mir-338-3p on fat deposition, similar to hepatic *FGL1*, which Demchev et al. [9] observed in *FGL1*-null mice. Thus, the binding site in the 3′UTR region significantly affecting FD in pigs indicates likely regulation of mir-338-3p-FGL1. However, it should be confirmed in further experimental research, including cell culture and luciferase assay.

### 4.2. FGL1 Variants as a Potential Selective Marker to Improve Fat Content in Pigs

Long-term selection toward lean meat in pigs, both in the breeds used as dam and sire lines, has led to decreased backfat thickness and IMF, which determine meat flavor and technological suitability [43]. The attempted recovery of higher fat content in pig carcasses by traditional breeding methods is time-consuming and expensive. The application of genetic markers enables the selection process acceleration due to the possibility of young animal evaluation and removing those with adverse gene variants. In Polish pig breeding, only one requirement is identifying a mutation in the *RYR1* gene and eliminating carriers and burdened individuals from the dam and sire populations. Moreover, the Polish Ministry of Agriculture and Rural Development presently funds the monitoring of *IGF2* and *MC4R* polymorphisms [37,44] in PL pigs as a maternal component to indicate the possibility of improving fat tissue levels. However, they still are searching for new potential genetic markers that could be useful in this case.

In the present study, the possibility of using *FGL1* 3′UTR variants was tested in the ZW breed, which is not under selection pressure, so within this population, a wide range of fat-related and meat traits is represented; thus, ZW is a suitable material for association study. Our research showed for interesting correlation of rs340465447_A, rs330493983_C, NC_010459.5:g.5548991-5548992del_A and NC_010459.5:g.5549161insCAGCA_CAGCA *FGL1* alleles that were positively associated with subcutaneous fat and also IMF. Identification of these alleles in Polish pig populations used as maternal and paternal components in breeding was carried out. Their presence in these populations was rather poor. However, in the PL and Duroc pigs, allele rs340465447_A occurred in the alternate homozygous form, which is promising if breeders would try to introduce this selection marker to increase fat levels, especially as only boars were analyzed in the PL and Duroc; therefore, its spread in the PL population would be easier.

## 5. Conclusions

Mice and human studies show that *FGL1* is indirectly related to the occurrence of obesity and diabetes. Our study supports this theory because we detected interesting *FGL1* variants in the 3′UTR region using liver RNA-seq data related to fat levels in the pig carcasses. We indicated that identified mutations are probably associated with miRNA binding, which regulates *FGL1* expression, and probably fat deposition in pigs. Moreover, association analysis in ZW pigs pinpointed the possibility of the *FGL1* variant, especially rs340465447_A utility, in the selection process toward increasing fat level in pigs since fat is the leading meat flavor carrier.

## Figures and Tables

**Figure 1:**
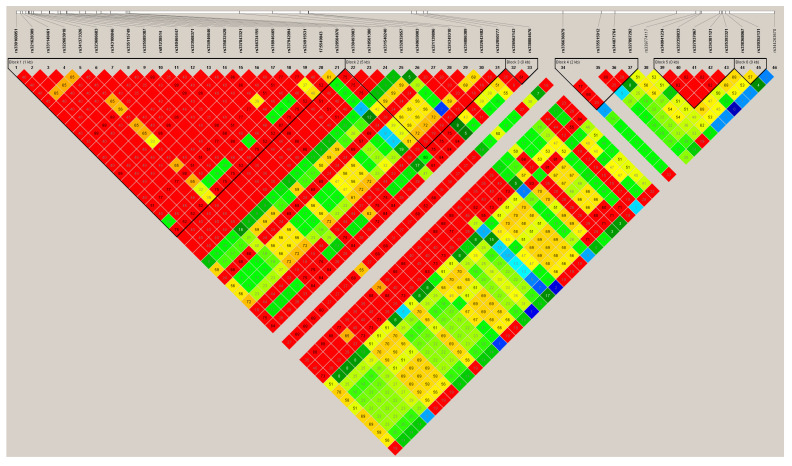
Linkage disequilibrium blocks estimated for SNPs identified across the FGL1 gene [23]. Red color shows high LD > 0.8, green and medium yellow 0.8 > LD > 0.5, and low blue LD < 0.5.

**Figure 2:**
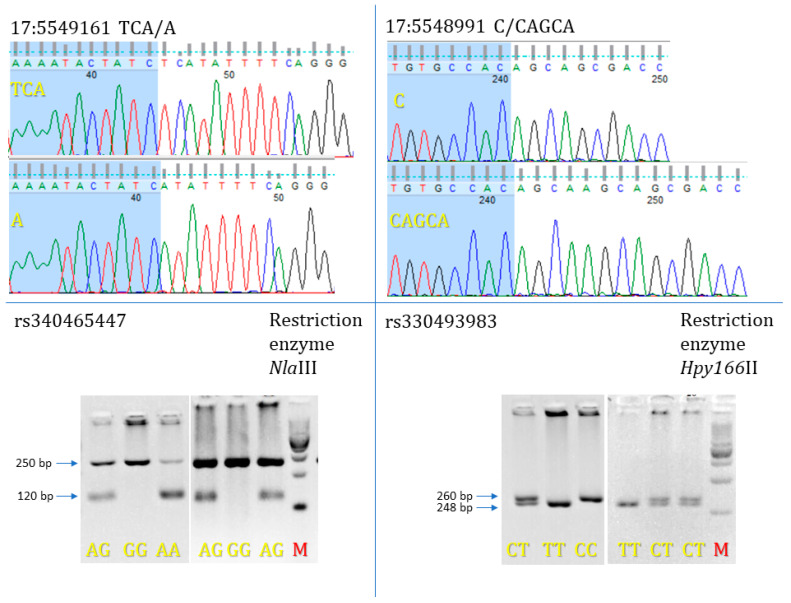
Showed genotyping results obtained for *FGL1* 3′UTR mutations two SNPs rs340465447, rs330493983 and two INDELs: NC_010459.5:g.5548991-5548992del and NC_010459.5:g.5549161insCAGCA. M—marker 100 bp DNA Ladder (New England Biolabs Inc., Ipswich, MA, USA). rs340465447 and rs330493983 SNPs were separated on 3.5% and 5% agarose gel, respectively.

**Table 1:** Characteristics of Zlotnicka White pigs representing high and low-fat deposition traits; means ± SD.

Traits	HFD (n = 8)			LFD (n = 8)					All Pigs (n = 72)	
	Mean		SD	Mean		SD	*p*-Value	Group Diff *	Mean	SD
Daily gain (g)	641	a	34.5	718	b	84.2	0.03	11%	700	106
Backfat thickness (cm)	2.09	A	0.31	1.53	B	0.36	0.004	27%	1.90	0.39
Peritoneal fat (kg)	0.72	A	0.11	0.46	B	0.06	0.0001	36%	0.61	0.16
Backfat thickness in the K1 point (cm)	2.23	A	0.37	1.44	B	0.20	0.0002	35%	2.00	0.52
Ham fat mass with skin (kg)	2.49	A	0.21	1.80	B	0.23	1.86 × 10^−5^	28%	2.15	0.37
Loin fat mass with skin (kg)	2.37	A	0.17	1.58	B	0.28	2.06 × 10^−5^	33%	2.03	0.48
Fat over shoulder thickness (cm)	2.85	A	0.27	2.11	B	0.31	0.0002	26%	2.75	0.61
Lumbar fat I thickness (cm)	2.43	A	0.26	1.44	B	0.32	1.096 × 10^−5^	41%	2.16	0.55
Lumbar fat II thickness (cm)	2.20	A	0.47	1.26	B	0.21	0.0004	43%	1.95	0.54
Lumbar fat III thickness (cm)	2.74	A	0.63	1.80	B	0.29	0.003	34%	2.40	0.59
Average backfat thickness (cm)	2.46	A	0.27	1.60	B	0.17	8.63 × 10^−6^	35%	2.27	0.45
*FGL1* expression level	3799.6		932.61	3731.6		1125.4	0.45			

Abbreviation: SD—standard deviation, HDF—high-fat deposition, LFD—low-fat deposition. * Group diff—differences between groups in percentage. Values with the same letters belong to the same statistical group (A, B = *p* < 0.01; a, b = *p* < 0.05).

**Table 2:** Means ± S.E. based on ANOVA test for important pig traits dependent on rs340465447, rs330493983, INDELs: NC_010459.5:g.5548991-5548992del and NC_010459.5:g.5549161insCAGCA genotypes in 16 ZW pigs differed in fat deposition.

Traits	*FGL1* Genotype		
	GG TT	AG CT	AA CC
Loin weight (kg)	4.87 ± 0.40 ^A^	4.38 ± 0.30 ^B^	4.39 ± 0.30
Ham weight (kg)	8.06 ± 0.30 ^a^	7.48 ± 0.30 ^b^	7.07 ± 0.7 ^b^
Feet mass (kg)	1.02 ± 0.05 ^Aa^	0.95 ± 0.01 ^b^	0.89 ± 0.07 ^Bc^
Knuckle fat with skin (kg)	0.21 ± 0.01 ^A^	0.25 ± 0.02 ^B^	0.24 ± 0.01 ^AB^
Loin eye height (cm)	6.80 ± 0.16 ^A^	6.22 ± 0.27 ^B^	6.45 ± 0.32 ^AB^
Loin eye area (cm^2^)	47.1 ± 2.75 ^a^	43.5 ± 3.45 ^a^	42.4 ± 3.48 ^ab^
Meat percentage in primary cuts (kg)	64.2 ± 1.08 ^A^	58.9 ± 1.21 ^Ba^	58.3 ± 2.54 ^b^
Meat percentage %	56.0 ± 1.05 ^A^	50.5 ± 1.21 ^Ba^	50.2 ± 2.51 ^b^
Peritoneal fat (kg)	0.46 ± 1.99 ^A^	0.70 ± 2.88 ^B^	0.76 ± 4.89 ^AB^
Loin fat with skin (kg)	1.58 ± 0.20 ^Aa^	2.39 ± 0.20 ^B^	2.28 ± 0.10 ^Bb^
Ham fat with skin (kg)	1.80 ± 0.30 ^A^	2.53 ± 0.01 ^B^	2.38 ± 0.02 ^B^
Backfat over shoulder (cm)	2.11 ± 0.31 ^A^	2.83 ± 0.10 ^B^	2.90 ± 0.31 ^B^
Backfat over back (cm)	1.53 ± 0.36 ^A^	2.10 ± 0.36 ^B^	2.05 ± 0.05 ^B^
Backfat over lumbar I	1.44 ± 0.32 ^Aa^	2.43 ± 0.28 ^B^	2.40 ± 0.20 ^b^
Backfat over lumbar II	1.26 ± 0.21 ^A^	2.18 ± 0.52 ^B^	2.25 ± 0.25 ^B^
Backfat over lumbar III	1.80 ± 0.71 ^Aa^	2.78 ± 0.20 ^B^	2.60 ± 0.29 ^b^
Average backfat thickness (cm)	1.63 ± 0.18 ^A^	2.47 ± 0.31 ^B^	2.44 ± 0.10 ^B^
Backfat in the point C1	1.44 ± 0.20 ^Aa^	2.25 ± 0.15 ^B^	2.15 ± 0.41 ^Bb^
Backfat in the point K1	1.44 ± 0.20 ^Aa^	2.25 ± 0.15 ^B^	2.15 ± 0.41 ^Bb^

Allele: G—wild, A—mutation. The probability was measured at least squares means for gene effect where Pr > |t| for H0: LSMean = LSMean (SAS v. 8.02). Values with the same superscripts belong to the same statistical group (A, B = *p* < 0.01; a, b = *p* < 0.05), *p*-value

**Table 3:** Least mean square (LSM) ± S.E. for important pig traits dependent on ENSSSCT00000037614.2:c.*1662G>A *FGL1* genotypes (rs340465447).

Traits	*FGL1* Genotype							GLM Significance		Additive Effect	Dominance Effect
	AA (n = 26)		AG (n = 16)		GG (n = 30)		*p*-Value	X2P	*FGL1*	A → G	Het → Hom
	LSM	SE	LSM	SE	LSM	SE					
pH_ham24_	5.57 ^AB^	0.03	5.64 ^A^	0.03	5.53 ^B^	0.02	0.0080	x	**	ns	−0.04 *
pH_loin24_	5.59 ^A^	0.02	5.55 ^AB^	0.03	5.46 ^B^	0.02	0.0006	x	***	−0.06 ***	ns
IMF	1.64 ^a^	0.10	1.32 ^b^	0.09	1.49 ^ab^	0.06	0.0462	x	*	ns	+0.13 *
Carcass yield (kg)	74.8 ^a^	0.18	74.6 ^ab^	0.22	74.1 ^b^	0.16	0.0262	***	*	ns	ns
Average backfat thickness (cm)	2.61 ^a^	0.14	2.28 ^ab^	0.13	2.12 ^b^	0.10	0.0234	ns	*	−0.24 **	ns
Loin eye height (cm)	5.62 ^A^	0.19	6.08 ^AB^	0.18	6.40 ^B^	0.13	0.0046	ns	**	+0.41 **	ns
Loin eye area (cm^2^)	40.1 ^a^	1.53	44.3 ^ab^	1.47	45.3 ^b^	1.10	0.0236	**	*	+2.90 **	ns
Meat percentage (%)	50.9	1.13	52.3	1.08	53.5	0.80	0.1491	ns	ns	+1.33 *	ns
Primary cut (kg)	18.8	0.43	19.3	0.41	19.8	0.31	0.1919	ns	ns	+0.60 *	ns
Loin fat with skin (kg)	2.32 ^A^	0.13	2.17 ^ABa^	0.13	1.76 ^Bb^	0.09	^AB^ 0.0033 ^ab^ 0.0344	***	**	−0.25 *	ns
Backfat over back (cm)	2.35	0.16	1.90	0.15	1.87	0.12	0.0557	ns	*	−0.23 *	ns
Backfat over lumbar I (cm)	2.61 ^A^	0.17	2.20 ^AB^	0.16	1.97 ^B^	0.12	0.0087	ns	**	−0.32 **	ns
Backfat over lumbar II (cm)	2.33 ^a^	0.16	1.94 ^ab^	0.15	1.76 ^b^	0.11	0.0136	ns	**	−0.28 **	ns
Backfat over lumbar III (cm)	2.72	0.18	2.52	0.17	2.24	0.13	0.0939	ns	*	−0.24 *	ns
Daily gain (0–180 days) kg	530	16	521	15	493	11	0.1529	ns	ns	−18 *	ns
Slaughter age (day)	187	6.4	192	6.2	204	4.9	0.0831	x	*	+9 *	ns

Allele: G—wild, A—mutation. Mean and SE were estimated using GLM model, values with the same superscripts belong to the same statistical group (A, B = *p* < 0.01; a, b = *p* < 0.05), p-value in GLM significant * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns—not significant, X2P—covariate for weight of the right side of the carcass.

**Table 4:** Least mean square (LSM) ± S.E. for important pig traits dependent on NC_010459.5:g.5548991-5548992del deletion (TCA/A).

Traits	*FGL1* Genotype							GLM Significance		Additive Effect	Dominance Effect
	TCA/TCA (n = 31)		TCA/A (n = 32)		A/A (n = 9)		*p*-Value	X2P	FGL1	Ins → Del	Het → Hom
	LSM	SE	LSM	SE	LSM	SE					
IMF	1.49	0.06	1.40	0.06	1.90	0.21	0.0760	x	*	0.21 *	0.15 *
pH_ham24_	5.53 ^a^	0.02	5.62 ^b^	0.02	5.58 ^ab^	0.06	0.0354	x	**	ns	ns
pH_loin24_	5.47 ^a^	0.02	5.56 ^b^	0.02	5.60 ^ab^	0.04	0.0103	x	**	0.06 *	ns
Carcass yield (kg)	74.08 ^A^	0.14	74.6 ^B^	0.16	75.4 ^AB^	0.35	0.0039	***	**	ns	ns
Average backfat thickness (cm)	2.11 ^A^	0.10	2.56 ^B^	0.10	1.99 ^AB^	0.24	0.0093	ns	**	ns	−0.26 **
Loin eye area (cm^2^)	45.5 *	1.10	41.6	1.20	43.7	2.70	0.0506	**	*	ns	ns
Loin eye height (cm)	6.42 ^a^	0.14	5.81 ^b^	0.15	5.82 ^ab^	0.33	0.0107	ns	**	−0.32 *	ns
Meat percentage (%)	53.6 ^a^	0.74	50.6 ^b^	0.80	55.8 ^ab^	1.81	0.0205	ns	**	ns	+2.04 **
Primary cut (kg)	19.8 ^a^	0.28	18.6 ^b^	0.31	20.7 ^ab^	0.69	0.0227	***	**	ns	+0.70 *
Loin fat with skin (kg)	1.76 ^A^	0.09	2.33 ^B^	0.10	1.88 ^AB^	0.22	0.0003	***	***	ns	−0.28 **
Loin mass without fat and skin (kg)	4.62 ^a^	0.10	4.24 ^b^	0.10	4.82 ^ab^	0.24	0.0326	***	**	ns	+0.22 *
Ham fat mass (kg)	1.99 ^a^	0.08	2.30 ^b^	0.09	1.84 ^ab^	0.19	0.0271	*	**	ns	−0.21 **
Ham mass (kg)	7.75 ^a^	0.14	7.31 ^b^	0.15	8.16 ^ab^	0.26	0.0374	***	**	ns	+0.28 *
Backfat over back (cm)	1.85	0.11	2.23	0.12	1.72	0.3	0.0827	ns	*	ns	−0.22 *
Backfat over lumbar I (cm)	1.97 ^a^	0.10	2.50 ^b^	0.10	2.02 ^ab^	0.29	0.0102	ns	*	ns	−0.25 **
Backfat over lumbar II (cm)	1.75 ^A^	0.11	2.25 ^B^	0.12	1.65 ^AB^	0.26	0.0078	ns	**	ns	−0.28 **
Backfat over lumbar III (cm)	2.23 ^A^	0.12	2.78 ^B^	0.13	2.03 ^AB^	0.29	0.0083	ns	**	ns	−0.33 **
Backfat in the point C1	1.86 ^a^	0.12	2.38 ^b^	0.13	1.55 ^ab^	0.29	0.0130	ns	**	ns	−0.34 **
Backfat in the point K1	1.85 ^a^	0.11	2.38 ^b^	0.13	1.60 ^ab^	0.28	0.0118	ns	**	ns	−0.32 **
Daily gain	729	20	662	22	714	50	0.0754	ns	*	ns	+30 *

Allele: TCA—wild, A—mutation. Mean and SE were estimated using the GLM model; values with the same superscripts belong to the same statistical group (A, B = *p* < 0.01; a, b = *p* < 0.05), *p*-value in GLM significant * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, * in FGL1 genotypes showed trends, ns—not significant, K1 point—backfat thickness over the lateral edge of longissimus dorsi muscle, C1—backfat thickness in height extension of loin eye, X2P—covariate for weight of the right side of the carcass.

## Data Availability

New INDEL mutations identified in the FGL1 gene were submitted to GenBank with access number MW827172 (NCBI database). The sequence data for RNA libraries have been submitted to the Gene Expression Omnibus (GSE160436). Variant calling results are available at link shorturl.at/ksKU1 (accessed on 20 Oct 2021).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes13081419/s1. Table S1: Primers used in the study. Table S2: Potential changes in miRNA binding sites identified by miRBase dependent on mutations in 3′UTR region of FGL1 gene in pigs Table S3: Means ± S.E. based on ANOVA test for important pig traits dependent on rs340465447, rs330493983, INDELs: NC_010459.5:g.5548991-5548992del and NC_010459.5:g.5549161insCAGCA genotypes in 16 ZW pigs differed in fat deposition. Table S4: The frequencies of alleles and genotypes of SNP and INDEL in 3′UTR of FGL1 gene in Złotnicka White and pigs active in Polish breeding. Figure S1: Fgl1 and their interactions. By color are indicated the involvement of particular interactions in the biological process, molecular function and KEGG pathway associated with lipid metabolism. The protein interactions were generated by STRINGv.11b: functional protein association networks. https://string-db.org/.

How the deposited data were processed for this re-analysis (not part of the article)

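RNA from liver and fat tissue of Złotnicka White pigs of 180 days, chosen for high (HFD) or low (LFD) fat deposition, was sequenced by the authors. The deposited data hold 32 libraries, 16 from liver and 16 from fat, with 8 HFD and 8 LFD libraries in each tissue. The authors prepared libraries with a TruSeq kit and sequenced paired ends on an Illumina HiSeq system. They deposited whole-number counts of reads per gene and library, without normalization, for 31908 genes listed by Ensembl identifier. The liver table holds the counts of 2 sequencing runs per library, which were added. All 48 columns were used, and 0 were left out. Condition, tissue and replicate number were taken from the sample descriptions, in which the fat group stands under a tag named for another trait. The descriptions do not say whether a liver and a fat library of the same number come from one pig, so libraries were not paired across tissues.

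Counts were analysed in R 4.3.3. HFD was compared with LFD within each tissue with edgeR 4.0.16, using filterByExpr, TMM normalization, robust dispersion estimates and the quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05 on the adjusted p. A model with tissue, fat group and their interaction was fitted to all 32 libraries. Standard errors were derived from edgeR's results, as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. Normalized counts are TMM-scaled counts at the mean library size of the tissue. Correlations between libraries used library-size-scaled log2 counts with a prior count of 1. The pipeline was tested on simulated data made from these libraries, in which known changes were recovered. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

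Alternatives fixed before the data were examined were DESeq2 1.42.0 with its size factors and default filtering, limma-voom from limma 3.58.1, total count scaling, upper quartile normalization, no low-count filter, a minimum of 10 counts in every library, the replicate number as a block, and leaving out each library in turn. For the interaction they were TMM within each tissue and the minimum of 10 counts. Alternatives chosen after the data were examined were each liver run alone, leaving out genes that take over 1% of a library and over 4 times the tissue's median share, leaving fat HFD replicate 2 out of the interaction, and DESeq2 on fat without that library. Single genes were compared by exact two-sided permutation tests of the group means. Counts of genes were compared over 100 splits of the libraries into groups, the real one included, and over 40 for DESeq2 in fat, drawn from the 128 that part each same-numbered pair as the real groups do.

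Liver totals ran from 19837882 to 30457374 counts per library and fat totals from 9409976 to 19484621. The biological coefficient of variation was 0.25 in liver and 0.317 in fat, and the median standard error of a log2 fold change was 0.144 and 0.195. Genes were to be named by a rule set before the data were examined: the genes named in the paper, the fibrinogen chain genes, and up to 3 higher and 3 lower genes per tissue among those past the threshold whose groups do not overlap, or the 3 with the smallest p where fewer than 3 qualify. No gene qualified, so the smallest p were used, and the 3 genes of each tissue are described. Identifiers are printed for 2 genes that fell and 2 that rose, those with the smallest p of their direction in the order of tissues, and the third gene of each tissue is described without one. The tables do not pair identifiers with symbols, and the reference gene table and annotation hold 0 Ensembl identifiers. For this reason the planned comparisons of FGL1, its correlations with apolipoprotein and fibrinogen genes and the test of a list of lipogenic genes were not run. The reference genome was Sscrofa11.1, the assembly named in the paper, with its RefSeq annotation. Genotypes, association tests and allele frequencies were not analysed here.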

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

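The tests for liver RNA, for a mislabelled tissue and for a sequencing run below were chosen only after the result was seen. In 28 groups of 8 libraries, covering totals, the share of the 10 most counted genes, the number of genes detected, the mean correlation with the other libraries of the tissue, and the normalized counts of the genes with the 3 smallest p of each tissue, 8 had a library farther from the others than Dixon's critical value for a test at 0.05 allows. By chance about 1.4 would be expected. The measures are not independent, and 5 of the 8 concern fat HFD replicate 2.

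Fat HFD replicate 2 had the lowest total of its group, 9409976 counts against 14951679 to 19484621 in the other 7. Its 10 most counted genes took 80.9% of its counts, against 18.7% to 28.3%. Its mean Spearman correlation with the other fat libraries was 0.846, against 0.933 to 0.965 in its group. It also lay apart in the normalized counts of ENSSSCG00000022029, with 15.5 against 72.9 to 118.8 in the other HFD libraries, and of ENSSSCG00000000660, with 729.4 against 160.0 to 392.6. Its TMM factor was 0.343, so these normalized counts depend strongly on the scaling. The low correlation was tested against technical explanations. When all other fat libraries were thinned to the 2070081 counts that this library holds on the genes tested in fat, other than the 6 that take most, the lowest mean correlation among them was 0.92 and that of this library was 0.839, so fewer remaining counts did not account for it. Genes at least 10 times higher in liver than in fat, 304 in number, held 0.966% of its counts outside the 6 genes, against 0.256% to 0.524% in the other fat libraries, so some liver RNA may be present. Without these genes its mean correlation was 0.853, still below the 0.933 to 0.968 of the others. Its correlation with the mean of the other fat libraries was 0.88 and with the mean liver profile 0.632, which speaks against a liver library under a fat label. RNA quality of single libraries was not tested, and RNA from another tissue or cell type was not tested. The design gives no condition that sets this library apart from its group, so no biological explanation was tested.

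The share of the 10 most counted genes was also far from the group in liver LFD replicate 7, at 47.2% against 22.6% to 25.9%, and in fat LFD replicate 4, at 42.2% against 19.4% to 26.1%. Genes that took over 1% of a library and over 4 times the tissue's median share numbered 3 in liver and 6 in fat, limits set after these shares had been seen, and the 3 liver genes were among the 6. One of them took 22.9% of liver LFD replicate 7, against 0.161% to 1.38% of the other livers, 14.2% of fat LFD replicate 4 and 7.18% of fat HFD replicate 2, against 0.30% to 0.95% of the other fat libraries. In liver LFD replicate 7 the share of the 10 genes was 47.3% in the first run and 47.1% in the second, so a fault of a single run did not produce it. What these genes encode is not given by the tables, and GC content and gene length were not tested for the same reason. Leaving these genes out gave 0 genes past the threshold in liver and in fat, as with all genes. No biological explanation was tested.

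In liver HFD replicate 3 the gene with the third smallest p in liver had 291932 normalized counts, against 162819 to 209954 in the other HFD livers. The total, the share of the 10 most counted genes, the genes detected and the mean correlation of this library did not lie apart from its group. Without it the log2 fold change of this gene was -0.69 (adjusted p = 0.00459 from edgeR, between 0.00459 and 0.685 over the 16 leave-one-out fits). No technical explanation was tested for this value, and no biological one.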

How the results depend on the processing

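With the edgeR test 0 genes passed in liver (754 with an unadjusted p under 0.05), 0 in fat (870) and 0 for the interaction with tissue (896). In liver, DESeq2 gave 5 genes, and total count scaling, no low-count filter and limma-voom gave 1 each, which was ENSSSCG00000006988 in all of them. The other 6 alternatives gave 0. Across the 16 fits that each left out one liver library, between 0 and 5 genes passed, with 0 in 15 of them and 5 without HFD replicate 3. The smallest adjusted p ran from 3.59e-12 to 0.298 over the alternatives that kept all livers and from 0.00459 to 0.281 over the leave-one-out fits. The value of 3.59e-12 came from DESeq2, for another gene (log2 fold change 7.275) that passed under no other setting. With the replicate number as a block, 712 liver genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.298. In fat, DESeq2 gave 49 genes, limma-voom gave 1, and DESeq2 without HFD replicate 2, chosen after the data were examined, gave 85. The other 6 alternatives gave 0. Across the 16 leave-one-out fits between 0 and 2 genes passed, with 0 in 14 of them. For the interaction, leaving out fat HFD replicate 2, also chosen after the data were examined, gave 1 gene, and TMM within each tissue and the minimum of 10 counts gave 0. With total count scaling 357 of the 13082 fat genes tested had an unadjusted p under 0.05, fewer than the 654 expected by chance. The cause was not tested, apart from the tests of the DESeq2 count in fat under the other observations.

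None of the 6 genes with the 3 smallest p of each tissue changed direction under any alternative. ENSSSCG00000022029 has no value under the minimum of 10 counts in every library, which removes it. Total count scaling shifted the median log2 fold change of all genes to 0.103 in liver and -0.104 in fat. The alternatives for FGL1, the correlations and the list of lipogenic genes were not run, since the rows of these genes were not identified, and a change of pseudocount does not apply to counts.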

Differences from the paper's values

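The paper's text places the deletion at the lower of its 2 indel positions in FGL1 and the insertion at the higher one, while the panel titles of Figure 2 place them the other way round. The sequence over the reference allele of the deletion in Figure 2, read by eye as AAAATACTATCTCATATTTTCAGGG, matches the minus strand of chromosome 17 of Sscrofa11.1 at 1 place, from 5549150 to 5549174, which holds 5549161 and not 5548991. The sequence over the reference allele of the insertion, read as TGTGCCACAGCAGCGACC, matches in the 3′UTR from 5548991 to 5549008, which holds 5548991 and not 5549161. That shorter sequence occurs at 14 places on the minus strand of the chromosome and 6 on the plus strand, 1 of them in this 3′UTR. The name of the insertion in the text inserts CAGCA. The alleles that the text gives beside this name, C/CAGCA, are those of Figure 2, where the alternate allele, read as TGTGCCACAGCAAGCAGCGACC, is 4 bases longer than the reference allele.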

Other observations

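The tests of gene counts against other splits of the libraries were set out only after the result was seen. This holds also for that of DESeq2's unadjusted p and for the test of replicate numbers. The tests of the genes past DESeq2's threshold in fat and of the likeness of the tissues were set before their results were seen. The paper does not report on the fat libraries.

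In fat, 13082 genes were tested with edgeR and 0 passed, with 870 at an unadjusted p under 0.05 against 654 expected by chance and a smallest adjusted p of 0.0812. This excess was lost under total count scaling, which gave 357 such genes, but not under upper quartile normalization, which gave 872. It also depends on single libraries. Over the leave-one-out fits the count ran from 672 without LFD replicate 4 to 1366 without HFD replicate 3. Same-numbered HFD and LFD fat libraries deviated together from their group means, with a mean correlation of 0.13 across genes against -0.0192 for other pairs (permutation p = 0.0097). With the replicate number as a block, 0 genes passed, 913 had an unadjusted p under 0.05, and the smallest adjusted p was 0.106. In liver the mean correlation of same-numbered libraries was -0.00296 (permutation p = 0.535). A gradient along the replicate numbers could produce such likeness. Its test gave a Spearman correlation of likeness with distance in replicate number of -0.199 (permutation p = 0.0918). Libraries of neighbouring replicate numbers had a mean correlation of 0.0364, against -0.00249 for numbers at least 5 apart. The likeness fell with this distance, without passing the test, so it cannot be told apart from a gradient along the replicate numbers. The order of the libraries in the deposited data differs from these numbers, and a gradient along that order was not tested.

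ENSSSCG00000022029 had the smallest p in fat, with 83.9 ± 32.7 normalized counts (SD, n = 8) in HFD and 20.3 ± 11.2 (SD, n = 8) in LFD libraries. Its log2 fold change was 2.08 (standard error 0.33, adjusted p = 0.0812 from edgeR, between 1.11e-06 and 0.225 over the alternatives that kept all fat libraries), and 7 of 8 HFD libraries lay above all LFD libraries. ENSSSCG00000000660 had 320.6 ± 178.9 (SD, n = 8) and 84.7 ± 50.7 (SD, n = 8) normalized counts, a log2 fold change of 1.91 (standard error 0.35, adjusted p = 0.197 from edgeR, between 0.00013 and 0.245 over the same alternatives), with 8 of 8 HFD libraries above the LFD median. The gene with the third smallest p fell, with a log2 fold change of -1.91 (standard error 0.36, adjusted p = 0.197 from edgeR, between 0.000485 and 0.323 over the same alternatives), and 8 of 8 HFD libraries lay below the LFD median. Without overlap of the groups were 2 genes, where 2.03 would be expected by chance.

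The counts of genes were compared over 100 splits that part each same-numbered pair, the real one included. A count of 0 is reached by any split, so 100 of 100 splits gave as many genes past the threshold in liver, in fat and for the interaction, which tells nothing about the groups. Of the 99 other splits, 6 gave at least 1 gene in liver, up to 34, while 1 did in fat and 4 for the interaction. The number of genes with an unadjusted p under 0.05 was reached by 29 of 100 splits in liver, 7 of 100 in fat and 9 of 100 for the interaction. The other splits swap the group labels within some of the pairs.

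DESeq2 called 49 genes in fat, 19 higher and 30 lower in HFD. Only 1 of 40 splits, the real one, gave as many, and the highest count among the other 39 was 20. Judged by their order and counts, these are the first 40 of the 100 splits run with edgeR. The split with the most edgeR genes at an unadjusted p under 0.05, 1364, comes later, so DESeq2 was not run on it. The result of 1 in 40 may therefore understate how often other splits reach 49. With DESeq2's unadjusted p under 0.05 the real groups gave 1321 genes, and 2 of 40 splits gave as many, the other one with 1396. Without HFD replicate 2, DESeq2 called 85 genes, and 46 of the 49 were among them, so the count did not rest on the few genes that take most of that library. A difference between HFD and LFD fat may therefore underlie these calls. It remains a hypothesis, since edgeR called 0 genes on the same counts, and the numbers of genes with an unadjusted p under 0.05 were reached by 7 of 100 splits with edgeR and 2 of 40 with DESeq2. In data simulated from these libraries that also held genes with known changes, DESeq2 called more unchanged genes than edgeR did. DESeq2 was not run on data simulated without any change, so how many genes it calls there is not known.

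The interaction of tissue and fat group was tested on 14324 genes, of which 0 passed and 896 had an unadjusted p under 0.05 against 716 expected by chance, with a smallest adjusted p of 0.114. Across the 11921 genes tested in both tissues, which are not independent replicates, the log2 fold changes of liver and fat had a Pearson correlation of 0.13, and 66 of 100 pairs of splits gave one as large. In both tissues 2 genes had an unadjusted p under 0.01 and the same direction, and 2 had opposite directions. As many with the same direction were found in 25 of 100 pairs of splits. ENSSSCG00000037791, lower in HFD livers, had a log2 fold change of -1.39 in fat (adjusted p = 0.292 from edgeR, between 0.00785 and 0.373 over the alternatives that kept all fat libraries). DESeq2 called it lower in HFD in both tissues, with adjusted p of 0.00406 in liver and 0.00785 in fat. ENSSSCG00000006988 had a log2 fold change of -0.45 in fat (adjusted p = 0.636 from edgeR, between 0.431 and 1 over the same alternatives). The third liver gene, lower in HFD livers, was higher in HFD fat, with a log2 fold change of 2.28 (standard error 0.76, adjusted p = 0.535 from edgeR, between 0.53 and 1 over the same alternatives, under which the log2 fold change ran from 0.63 to 2.31). Without fat HFD replicate 2, the library flagged above, the log2 fold change of this gene was 0.67 (standard error 0.39). With any other fat library left out it lay between 2.2 and 2.6. The size of 2.28 thus rested largely on that library.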
